# Single-Cell RNA-seq Reveals Obesity-Induced Alterations in the *Brca1*-Mutated Mammary Gland Microenvironment

**DOI:** 10.3390/cancers12082235

**Published:** 2020-08-10

**Authors:** Pang-Kuo Lo, Yuan Yao, Qun Zhou

**Keywords:** obesity, breast cancer, high-fat diets, single-cell RNA sequencing (scRNA-seq), microenvironment, stroma, immune cells

## Abstract

Clinical and experimental studies have shown that obesity increases the development and progression of breast cancer. The impact of obesity on the tumor microenvironment plays an important role in tumorigenesis, yet the precise mechanisms underlying obesity-mediated effects on cell-to-cell communication within the tumor microenvironment have been difficult to define. In this study, we conducted single-cell RNA sequencing (scRNA-seq) studies to investigate the impact of high-fat diet (HFD)-induced obesity on transcriptomic landscapes of stromal and immune cells in mammary glands of *Brca1−/−; p53+/−* mice, an animal breast cancer model. Hierarchical clustering and gene pathway enrichment analyses of scRNA-seq data showed that five different subtypes of stromal fibroblasts existed in mouse *Brca1*-mutated mammary glands. HFD-induced obesity led to upregulated expression of extracellular matrix (ECM) genes (*Col3a1*, *Col6a3*, *Eln*, and *Sparc*) and downregulated expression of immunoregulatory genes (*Iigp1* and *Cxcl10*) in these stromal subtype cells. These findings, taken together, suggest that obesity alters the ECM composition and immune ecosystem through modulating the functionality of mammary stromal fibroblasts. Moreover, scRNA-seq analysis of mammary immune cells indicated that HFD-induced obesity promoted the generation and/or recruiting of pro-tumorigenic M2 macrophages in mammary glands. Our studies provide new insight into a mechanistic paradigm wherein obesity modulates the functions of stromal and immune cells to create the tumorigenic microenvironment for promoting breast tumorigenesis.

## 1. Introduction

Obesity has been recognized as a leading public health problem throughout the world [1]. Roughly two-thirds US people are overweight (Body Mass Index (BMI) ≥ 25 kg/m2) and over 50% of these overweight people are obese (BMI ≥ 30 kg/m2) [2]. An increasing number of large-cohort studies have demonstrated that obesity is susceptible to a risk of diseases, in particular cancer [1,2,3]. The large-scale epidemiological studies have also shown that obese women have a higher incidence to develop breast cancer and obese breast cancer patients tend to have the poor prognosis [4,5,6,7,8]. Multiple mechanisms have been revealed to account for the correlation between obesity and breast cancer, such as obesity-induced alterations in adipose endocrine functions, systemic immunity and metabolic homeostasis [9,10,11,12,13]. Nevertheless, the exact mechanisms underlying obesity-mediated breast cancer progression remain incomplete.

In addition to genetic and epigenetic aberrations in breast epithelial cells to drive their tumorigenesis, accumulating evidence has demonstrated that breast tumor onset and development are dramatically influenced by the surrounding microenvironment [14,15,16,17]. The tumor microenvironment is composed of multiple cell types (e.g., stromal cells, various innate and adaptive immune cells, and endothelial cells for forming the vasculature), metabolites, secreted growth factors, cytokines, angiogenic factors, and extracellular matrix (ECM) [18,19,20,21,22]. Given that obesity dysregulates the systemic metabolism of nutrients and the local availability of nutrient substrates in the tissue stroma, obesity has global and local impacts on endocrine actions, metabolism, inflammation and tissue homeostasis [23,24,25]. Due to the epidemic relevance of obesity in breast cancer development, investigating how obesity alters the local microenvironment in mammary glands is essential for understanding driving mechanisms underlying obesity-mediated breast cancer initiation, progression, and metastasis. Regarding the immunoregulatory effects of obesity, the majority of studies investigating the linkage between obesity and cancer have been aimed at the systemic inflammatory impacts of adiposity [26,27]. However, a characterization of obesity-induced inflammation and immune-related signaling pathways in the tumor microenvironment at single-cell resolution is not established.

Given that BRCA1 plays a crucial role in maintaining genomic stability through its function in DNA repair, *BRCA1* mutations facilitate breast and ovarian tumorigenesis via promoting genomic instability. Conditional *Brca1* knockout mice have been established to study the role of Brca1 in breast cancer development [28]. These mice developed mammary tumors at a low frequency (approximate 25%) after long latency (two years) [28], suggesting other factors are also involved in *Brca1*-mutation-dependent breast tumorigenesis. Indeed, introducing the *p53+/−* genetic alteration led to the early onset of mammary tumors in conditional *Brca1* knockout mice. Over 50% of *C57BL6 Brca1−/−; p53+/−* mice developed mammary tumors within 8 months of age [29]. Analysis of primary mammary tumors from *Brca1−/−; p53+/−* mice showed that multiple genetic/molecular alterations occurred during mammary tumorigenesis, including overexpression of ErbB2, c-Myc, p27 and Cyclin D1, and the loss of ERα and p16 expression [29]. As the characteristics of mammary tumors developed in *Brca1−/−; p53+/−* mice are significantly akin to human breast cancer, this animal tumor model is useful for studying breast cancer biology. Currently there are no studies addressing the impact of obesity on BRCA1-related breast cancer development. Therefore, *Brca1−/−; p53+/−* mice are an ideal animal model to address this question.

Single-cell RNA sequencing (scRNA-seq) approaches have provided the unprecedented detail of the cellular composition within the tumor microenvironment. Here we characterized the impacts of obesity on transcriptomic landscapes of stromal and immune cells within the mammary gland using scRNA-seq. Our scRNA-seq study focused on mammary glands of female *C57BL6 Brca1−/−;p53+/−* mice, the aforementioned animal model genetically predisposed to develop breast cancer [29]. We were interested in investigating the impact of obesity on the mammary gland microenvironment under the *Brca1−/−; p53+/−* background. High-fat diets (HFD) were used in the study to induce obesity in female *C57BL6 Brca1−/−; p53+/−* mice before they were able to develop mammary tumors, which allowed us to study the influence of obesity on the pre-malignant mammary gland microenvironment. The scRNA-seq analysis results revealed that HFD-induced obesity altered stromal transcriptomics to dysregulate expression of genes involved in modulating ECM homeostasis and immune signaling. Moreover, the scRNA-seq study also showed that HFD-induced obesity led to aberrations in the transcriptomic landscape of the mammary immune ecosystem to shift its functionality from pro-inflammation to anti-inflammation. Our findings, taken together, suggest that HFD-induced obesity chronically establishes a tumorigenic microenvironment to promote breast cancer development through the modifications of ECM homeostasis and the immune ecosystem in the *BRCA1*-mutated mammary gland.

## 2. Results

### 2.1. High-Fat Diets Induce Obesity in Brca1−/−; p53+/− Mice for scRNA-seq Analysis

To induce *Brca1−/−; p53+/−* mice to develop obesity, we fed two-month-old female mice with high-fat diets (HFD) for 10 weeks. Female mice with the similar age in the normal-weight group were fed with regular diets (RD) for the same period of time. During the diet-feeding period, we measured their weights weekly. Figure 1A shows that mice fed with high-fat diets significantly gained weight to average 40.11 ± 2.14 g after 10 weeks when compared to the control mouse group with average weight of 22.33 ± 0.52 g. At the end of diet-feeding experiments, experimental mice were euthanized and their mammary glands were harvested for single cell preparation as described in "Materials and Methods". In this study, we only focused on the impact of HFD-induced obesity on stromal fibroblasts and immune cells. To enrich these cell types, we used the anti-EpCAM antibody to remove mammary epithelial cells. The enriched non-epithelial cell fractions were stained with 7-AAD dye and then subjected to cell sorting to isolate viable single cells (Figure 1B). Given that dead cells were stained with 7-AAD, 7-AAD-negative cells were gated for cell sorting to purify viable single cells (Figure 1B). Sorted viable single cells were subjected to scRNA-seq analysis using the 10× Genomics Chromium system. 

As shown in Figure 1C, the technological design of the 10× Genomics Chromium system for scRNA-seq is droplet-based microfluidics with microchannels for generating aqueous-oil-emulsion droplets [30]. Each droplet is ideally composed of the reagent for reverse transcription (RT), a single cell and a bead conjugated with oligonucleotides. The oligonucleotide sequence has the universal adapter sequence designed for PCR amplification, the cell barcode sequence specific to each bead, the unique molecular identifier (UMI) sequence for sequencing read analysis and the oligo(dT) sequence for RT [30]. The reverse transcription process occurs in encapsulated droplets and their synthesized cDNAs are pooled together, PCR-amplified and then subjected to next-generation sequencing. 

### 2.2. The scRNA-Seq Analysis Identifies Various Molecular Subtypes of Mammary Stromal Fibroblasts in Brca1−/−; p53+/− mice

Single-cell RNA sequencing read raw data were processed through the Cell Ranger analysis pipeline to generate scRNA-seq QC reports (Figures S1–S4) and three raw datasets (cell barcode, gene feature and count matrix) for each cell sample (Figure 1C) [31]. As shown in QC reports, over 600 cells per sample (RD-1: 1138, RD-2: 686, HFD-1: 1165, HFD-2: 903) were successfully sequenced (Figures S1–S4). The averages of total detected genes and median genes per cell for these four cell samples are 15,553 ± 309 and 1492 ± 257, respectively. The average percentage of reads mapped confidently to the mouse transcriptome is 66.05% ± 7.69%. We conducted scRNA-seq analysis of these three datasets (cell barcode, gene feature and count matrix) for each cell sample using the R-based bioconductor tool called Seurat (Figure 1C) [32,33]. As there were two scRNA-seq datasets for each diet group, we exploited Seurat to integrate them together before dimensionality reduction analysis [33]. Through analysis using dimensionality reduction algorithms built in Seurat, principal component analysis (PCA; Figure 2A) and t-distributed Stochastic Neighbor Embedding (t-SNE; Figure 2B) plots were generated to classify cell types (Figure 2). The t-SNE plots for HFD and RD groups show 14 different cell clusters (Figure 2B), indicating the presence of at least 14 distinct cell types in sorted cell samples. 

Through analysis of individual cell cluster using the gene marker finder algorithm built in Seurat, we identified cell-type-specific gene markers for cell type classification. The expression of identified gene markers in these 14 cell clusters was displayed in Violin plots (Vlnplots; Figure 3) and gene-feature t-SNE plots (Figure 4). Based on these identified cell-type-specific gene markers shown in Figure 3 and Figure 4, we were able to assign known cell type names to 13 out of 14 cell clusters (Figure 2B), including stromal fibroblasts (Vim+; 5 different cell clusters), memory T cells (Cd3d+, Lef1+, Crem+), naive T cells (Cd3d+, Lef1+, Sell+), B cells (Cd79a+), NK cells (Gzma+, Nkg7+), moncytes (Cd14+, Tnip3+, Retnla+, Cd68+), macrophages (Cd14+, Retnla+, Cd68+, Cd163+, C1qb+), dermal dendritic cells (dermal DCs; Cd14+, Clec4e+) [34] and dendritic cells (DCs; Siglech+) [35]. Through scRNA-seq analysis, we for the first time identified five different types of stromal fibroblasts present in *Brca1−/−; p53+/−* mammary glands, including stroma T1 (Tnfaip6^high^), stroma T2 (Igfbp5+), stroma T3 (Jun^high^), stroma T4 (Rgcc+) and stroma T5 (Klf2^high^) (Figure 2, Figure 3 and Figure 4). 

Through the gene marker finder algorithm built in Seurat, we identified differentially expressed genes that specifically stratify stromal fibroblasts into five subtypes. The hierarchical clustering analysis of top differentially expressed genes of each stromal fibroblast subtype is shown as a heatmap (Figure 2C). Given that biosynthesis and modification of the extracellular matrix (ECM) are major functions of stromal fibroblasts, we also performed expression profiling analysis of genes encoding ECM-related genes included in the matrisome gene set [36] using our stromal fibroblast datasets. As shown in the heatmap data (Figure 5A), these identified stromal fibroblast subtypes displayed some common and unique expression patterns of matrisome genes, except the T5 subtype that lacked expression of most matrisome genes. Therefore, this analysis suggests that stromal fibroblast subtypes T1 to T4 have their common and unique functions in the ECM. For example, expression of genes encoding collagens and enzymes for collagen biosynthesis and modification was significantly enriched in stromal fibroblast subtypes T1 and T3, indicating that these two fibroblast subtypes have specific functions in collagen formation and modification. The stromal fibroblast subtype T2 predominantly expressed nine ECM-related genes (*Ecm1*—extracellular matrix protein 1, *Fbln5*—fibulin 5, *Fbn1*—fibrillin 1, *Fndc1*—fibronectin type III domain containing 1, *Igfbp5*—insulin like growth factor binding protein 5, *Nov/Ccn3*—cellular communication network factor 3, *Pcolce2*—procollagen C-endopeptidase enhancer 2, *Col14a1*—collagen type XIV alpha 1, *Aspn*—asporin) when compared to other stromal fibroblast subtypes (Figure 5A), suggesting that this fibroblast subtype plays a key role in supplying these ECM components and regulatory factors in mammary glands. 

To determine the biological functions of these five distinct stromal fibroblasts, we performed gene pathway enrichment analysis of differentially expressed genes in these five fibroblast subtypes using the Reactome [37]. We selected differentially expressed genes based on the criteria of log2(fold change) > 0.5 and adjusted p value (FDR) < 0.001. We detected 249, 230, 249, 169 and 34 differentially expressed genes in fibroblast subtype T1, T2, T3, T4 and T5, respectively, which were used in gene enrichment analysis. Consistent with the heatmap data (Figure 5A), stromal fibroblast subtypes T1 and T3 specifically manifested gene signatures involved in collagen formation, collagen biosynthesis and modifying enzymes, assembly of collagen fibrils, collagen chain trimerization, crosslinking of collagen fibrils and neural cell adhesion molecule 1 (NCAM1) interactions (Figure 5B). In contrast, the stromal fibroblast T2 predominantly expressed genes implicated in elastic fiber formation and molecules associated with elastic fibers (Figure 5B). Noticeably, the stromal fibroblast T5 lacked all of gene signatures for these ECM function pathways, suggesting that this fibroblast subtype has no significant role in the ECM organization (Figure 5B). Moreover, we also identified other biological pathways differentially enriched in these stromal fibroblast subtypes. As shown in Figure S5A, differentially expressed genes in the stromal fibroblast T1 were enriched in multiple immune-related pathways, including immune-related signaling pathways by interleukins and cytokines, implying that this fibroblast subtype plays a crucial role in regulating the immune system in mammary glands. Particularly, the stromal fibroblast T5 displayed unique gene expression signatures enriched in Transforming growth factor β (TGFβ) and mitogen-activated protein (MAP) kinase pathways when compared to other fibroblast subtypes (Figure S5B). In addition, gene ontology enrichment analysis using Gorilla, [38] also showed that the stromal fibroblast T5 uniquely expressed transcription factor genes with functions involved in stem cell regulation and kinase signaling activity (FDR = 0.03), including *Nr4a1*—nuclear receptor subfamily 4, *Atf3*—activating transcription factor 3, *Klf2*—kruppel-like factor 2, *Klf6*—kruppel-like factor 6, *Jun*—jun oncogene, *Fos*—fbj osteosarcoma oncogene). These analyses suggest that the stromal fibroblast T5 is undifferentiated and has stem-cell properties. Intriguingly, both stromal fibroblast subtypes T3 and T5 predominantly expressed genes enriched in stress response pathways (Figure S5C), suggesting that these two fibroblast subtypes may play critical roles in response to tissue stresses and external stimuli. Our expression profiling and gene pathway/ontology enrichment analyses, taken together, demonstrate that these identified stromal fibroblast subtypes share some similar characteristics and also possess their unique functional properties.

### 2.3. Obesity Aberrantly Modulates the Transcriptomic Landscape of Brca1−/−; p53+/− Mammary Stromal Fibroblasts to Alter their Functions in the Extracellular Matrix and Immunological Regulation

According to these classified cell types (Figure 2B), we performed differential gene expression analysis of each cell type across these two diet conditions. 

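Mammary glands of Brca1−/−; p53+/− mice were dissociated and profiled with droplet-based scRNA-seq after 10 weeks on RD (10% of kcal from fat) or HFD (60% of kcal from fat), from 2 months of age. Each diet group had 2 mice. The paper gives 1138 and 686 cells for the RD mice and 1165 and 903 cells for the HFD mice, or 1824 RD cells and 2068 HFD cells. The authors aligned the reads to the mouse genome mm10, removed low-quality cells, clustered and named the cells, and then compared HFD with RD cells within each cell type using Seurat. For each stromal subtype, the authors' deposited table lists genes with an average log fold change on the natural-log scale, a p-value, and that p-value multiplied by 13611 and capped at 1 (a Bonferroni adjustment). Each listed change has a size of at least 0.25, so genes with smaller changes were not analysed here. Cells of both mice of a diet were pooled, so the p-values treat cells as the units. The values cannot be split by mouse, no SD between mice can be given, and a difference carried by 1 of the 2 mice cannot be recognized. Counts per cell and the number of cells behind each comparison were not analysed here, so the depth behind each value is unknown, although the paper's methods state a range of reads per cell. Linear fold changes were computed as the exponential of the average log fold change. The lists held 298 genes for Stroma T1, 179 for T2, 259 for T3, 555 for T4 and 1495 for T5. In the authors' deposited tables, the adjusted p-value was below 0.05 for 66.1% of the listed genes in T1, 38.0% in T2, 39.8% in T3, 5.95% in T4 and 0.268% in T5, so changes of equal size differ in precision between subtypes.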

Differentially expressed genes in these stromal cell types (HFD vs. RD) were displayed in scatter (Figure 6A) and volcano (Figure 6B) plots. Although scatter and volcano plots both show what genes are differentially expressed, volcano plots provide the additional information about adjusted p values for determining whether differentially expressed genes are statistically significant. We set cut-off values (≥1.5-fold, adjusted *p*-value < 0.05) to identify differentially expressed genes. 

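A 1.5-fold change corresponds to an average log fold change of 0.41 on the natural-log scale. With this cut-off applied to the authors' deposited tables, 50 genes were higher and 22 lower in HFD in Stroma T1. The corresponding counts were 19 and 5 in T2, 41 and 13 in T3, 31 and 1 in T4, and 4 and 0 in T5. Over all 5 subtypes, 88 different genes were higher and 31 lower in at least 1 subtype, and no gene was called in both directions. The fold cut-off moved these counts most, with 21 genes higher and 9 lower at 2-fold. With Benjamini-Hochberg adjustment of the deposited p-values, 124 genes were higher and 52 lower.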

Expression of 13 genes were upregulated in HFD mammary stromal cell types when compared to RD counterparts, including Clec3b (in Stroma T4), Col1a2 (in Stroma T1), Col3a1 (in Stroma T1, T2, T4, T5), Col4a1 (in Stroma T3), Col6a2 (in Stroma T1), Col6a3 (in Stroma T1, T3), Cxcl14 (in Stroma T3), Eln (in Stroma T1, T2, T3), Gm8797 (in Stroma T1, T2, T3, T4), Igfbp6 (in Stroma T1, T3, T4, T5), Ogn (in Stroma T5), S100a6 (in Stroma T4), and Sparc (in Stroma T1, T2) (Figure 6). Among these upregulated genes, Col3a1, Col6a3, Eln, Gm8797, Igfbp6 and Sparc were detected in two or more mammary stromal cell types (Figure 6B and Figure 7A). Both Col3a1 and Col6a3 encode collagens that are extracellular matrix proteins. 

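Each of these genes was listed as higher in HFD in every subtype named for it. In the authors' deposited table for Stroma T1, the average log fold change was 1.02 for Col3a1 (adjusted p = 1.14e-32), 0.98 for Eln (adjusted p = 1.24e-29) and 0.97 for Igfbp6 (adjusted p = 4.09e-46), which correspond to 2.77-fold, 2.67-fold and 2.64-fold higher expression and were the largest increases called in T1. Col6a2, Col1a2 and Col6a3 were 1.85-fold, 1.83-fold and 1.83-fold higher in T1. In T2, Eln had the largest increase, 3.01-fold. In T3, the largest increase was for Gm8797 (2.92-fold), followed by Cxcl14 (2.63-fold), and Col4a1 was 2.03-fold higher. In T4, Clec3b and S100a6 were 2.19-fold and 2.17-fold higher. Also in T4, Col3a1 was 3.90-fold and Gm8797 3.29-fold higher. In T5, Igfbp6 was 6.31-fold and Ogn 3.02-fold higher. For Col3a1 in T5, the increase was 6.24-fold, but the adjusted p in the authors' deposited table was 0.0735. Its Benjamini-Hochberg adjusted p-value, computed from the p-value in the authors' deposited table, was 0.0105.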

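Counted over all 5 subtypes, Igfbp6 passed the cut-off in 5, Col3a1, Gm8797 and Sparc in 4 each, Eln in 3 and Col6a3 in 2. Among the other named genes, Col6a2 passed in 3 subtypes and Col4a1, Cxcl14, Ogn and S100a6 in 2 each. In all, 39 genes were higher in at least 2 subtypes and 13 in at least 3. Those 13 were Col1a1, Col3a1, Col4a2, Col6a2, Ctsk, Eln, Fbn1, Gm8797, Hspg2, Igfbp6, Lyz2, Mfap5 and Sparc. The 5 comparisons use the same 4 mice, so they are not independent of each other.

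**Figure D1:**
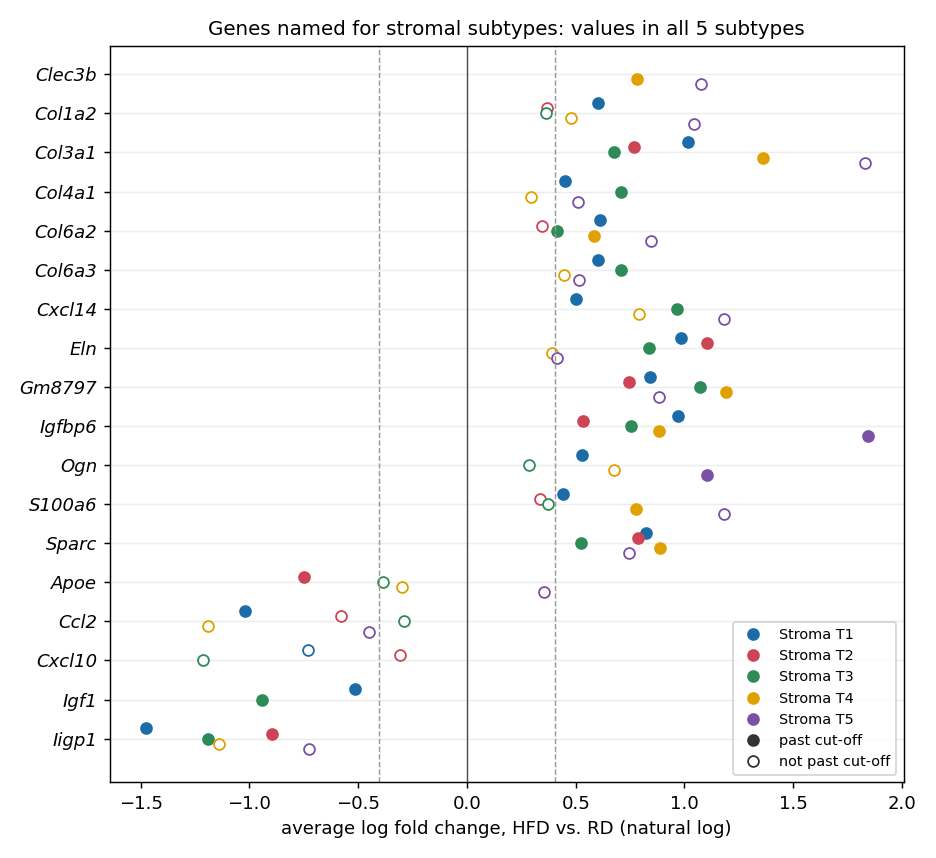
Average log fold change (HFD vs. RD, natural log) on the horizontal axis for the 13 upregulated and 5 downregulated genes named for the stroma, in each of the 5 subtypes that lists the gene. Filled points pass the fold and adjusted p-value cut-offs, open points do not, dashed lines mark the 1.5-fold change, and Apoe is the only one of these genes with points on both sides of 0.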

Eln encodes elastin that is also an extracellular matrix protein. Sparc encodes a secreted acidic cysteine rich glycoprotein that is involved in extracellular matrix synthesis and the regulation of cell shape. Gm8797 is the mouse ubiquitin B pseudogene. 

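In the mouse annotation GENCODE vM21 (GRCm38/mm10), Gm8797 (ENSMUSG00000103034) is a single-exon gene on chromosome 3 from 5750806 to 5751295 on the plus strand, and its type there is protein coding. Ubb lies on chromosome 11 from 62551171 to 62553213. The last 400 bases of the Gm8797 transcript hold 370 different stretches of 31 bases, of which 304 (82.2%) also occur in Ubb transcripts and 332 (89.7%) in Gm1821. Reads from the 3′ end of these genes are therefore difficult to assign to one of them, and the change listed for Gm8797 is uncertain for that reason. The authors' deposited tables list Gm8797 as higher in HFD in 10 of the 11 cell types, with average log fold changes from 0.74 to 1.19 in the stromal subtypes and from 0.35 to 0.55 in immune cell types. Ubb was not among the listed genes in any of those 10 cell types.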

Igfbp6 encodes insulin-like growth factor binding protein 6 that is implicated in regulation of insulin-like growth factor signaling. Given that four out of six upregulated genes are related to the extracellular matrix (ECM), our findings suggest that HFD-induced obesity alters the functionality of mammary stromal fibroblasts to change the composition of the ECM in mammary glands of Brca1−/−; p53+/− mice.

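A list of 119 extracellular matrix genes was read in each subtype, with 10 of its members among the genes the paper names. In Stroma T1, 35 of 41 listed members were higher in HFD, with 20 of 29 in T2, 27 of 34 in T3, 35 of 40 in T4 and 53 of 54 in T5. The median average log fold change of the listed members, computed from the authors' deposited tables, was 0.44 in T1, 0.30 in T2, 0.36 in T3, 0.47 in T4 and 0.51 in T5. Among 10000 random lists of the same size from the same subtype, these medians stood at percentiles 100, 98.4, 99.9, 100 and 100, as a description of the pooled cells and not a test across mice. Of the 39 genes past the cut-off in at least 2 subtypes, 18 (46.2%) belonged to the list, and of the 13 in at least 3 subtypes, 10 (76.9%). The decreases also included members of the list, at 3 (33.3%) of the 9 genes lower in at least 2 subtypes. Among them was Thbs2, which fell by 0.62 in T1 and by 0.72 in T4 in the authors' deposited tables. From the predominance of extracellular matrix genes among those upregulated in several subtypes, the paper proposes that HFD-induced obesity changes the composition of the extracellular matrix through the stromal fibroblasts.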

In addition to these upregulated genes, we also indentified five downregulated genes in HFD mammary stromal cell types, including *Apoe* (in Stroma T2), *Ccl2* (in Stroma T1), *Cxcl10* (in Stroma T1, T3), *Igf1* (in Stroma T3), and *Iigp1* (in Stroma T1, T2, T3) (Figure 6 and Figure 7B). Among these downregulated genes, *Iigp1* expression was significantly downregulated in most of mammary stromal cell types (Figure 7B). 

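All 5 genes were listed as lower in HFD in each subtype named for them. The average log fold change in the authors' deposited tables was -0.75 for Apoe in T2 (adjusted p = 5.62e-13), -1.02 for Ccl2 in T1 (adjusted p = 9.84e-13) and -0.94 for Igf1 in T3 (adjusted p = 3.33e-13). Cxcl10 had -0.73 in T1 and -1.21 in T3 in the authors' deposited tables, with adjusted p-values of 0.94 and 1, so the decreases were large but not past the cut-off. With Benjamini-Hochberg adjustment of the p-values in the authors' deposited tables, Cxcl10 had 0.00398 in T1 and 0.246 in T3. Igf1 also passed the cut-off in T1. Apoe was lower in 3 subtypes and higher in 1, while Ccl2 was lower in all 5.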

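Iigp1 (ENSMUSG00000054072, chromosome 18 from 60376027 to 60392634 in GRCm38/mm10) was listed as lower in HFD in all 5 stromal subtypes and passed the cut-off in 3. Its average log fold change in the authors' deposited tables was -1.48 in T1 (adjusted p = 1.03e-21), -0.89 in T2 (adjusted p = 0.00452) and -1.19 in T3 (adjusted p = 3.54e-05), and its size corresponded to a 4.38-fold, 2.45-fold and 3.29-fold difference. It was the largest decrease past the cut-off in each of these subtypes. No other gene was called lower in 3 subtypes, and 9 genes were called lower in at least 2.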

*Iigp1* encodes interferon inducible GTPase 1 whose expression is induced by interferons [39]. Iigp1 is implicated in cell-autonomous resistance to intracellular pathogens via the autophagy mechanism [40].

Two other immunity-related chemokine genes, *Ccl2* and *Cxcl10*, encode C-C motif chemokine ligand 2 and C-X-C motif chemokine ligand 10, respectively. Ccl2 is implicated in immunoregulatory and inflammatory processes through its chemotactic activity for monocytes and basophils [41]. The chemokine activity of Ccl2 is mediated by its binding to chemokine receptors CCR2 and CCR4. Obesity has been shown to induce Ccl2 expression in mouse mammary glands for promoting macrophage recruitment and angiogenesis, suggesting that Ccl2 is a pro-tumorigenic, invasive factor for breast cancer [42,43]. This discrepancy might have been due to differences in animal models and experimental approaches between our and other studies. Further studies are necessary to clarify this discrepancy. Through binding to the CXCR3 receptor, Cxcl10 has multiple regulatory roles in immunity and the ECM, including stimulation of monocytes, natural killer and T-cell migration, and modulation of adhesion molecule expression [44]. *Igf1* encodes insulin-like growth factor 1 that is involved in regulating cell growth and metabolism. *Apoe* encodes apolipoprotein E that is involved in catabolism of triglyceride-rich lipoprotein constituents. 

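Iigp1 and Cxcl10 belong to a list of 71 interferon response genes that was read in each stromal subtype. Without these 2 genes, all 15 listed members were lower in HFD in Stroma T1 and all 14 in T4. The adjusted p-value in the authors' deposited tables was below 0.05 for 9 of these in T1 and for 0 in T4. In T2, 5 were lower and 4 higher, in T3 13 were lower and 4 higher, and in T5 18 were lower and 9 higher. The 4 members that were higher in T2 and in T3 were MHC class II genes, a division chosen after their values were seen. In T1, Ifi47, Irgm1, Isg15 and Rtp4 passed the cut-off, with average log fold changes of -0.70, -0.65, -0.60 and -0.50 in the authors' deposited table. Among 10000 random lists, the median of the members without Iigp1 and Cxcl10 stood at percentile 0.01 in T1, 14.7 in T2, 3.46 in T3, 0 in T4 and 0.355 in T5. The paper reasons from the decrease of Iigp1 and Cxcl10 and proposes that obesity limits the immunoregulatory and inflammatory proteins made by mammary stromal fibroblasts.

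**Figure D2:**
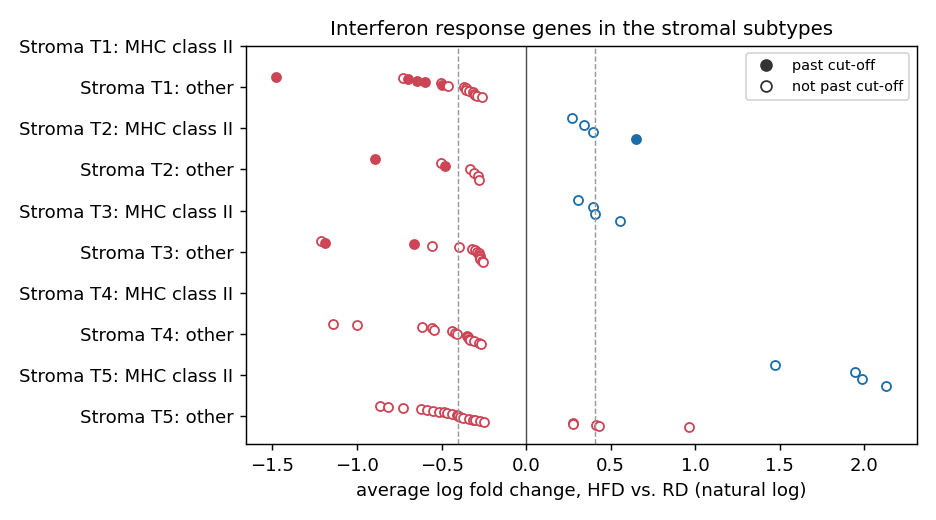
Average log fold change (HFD vs. RD, natural log) on the horizontal axis for each listed interferon response gene, with MHC class II genes (blue) apart from the other members (red) in the 5 stromal subtypes. Filled points pass the fold and adjusted p-value cut-offs, dashed lines mark the 1.5-fold change, and no MHC class II gene lies below 0.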

Given that the mainly prominent downregulated genes (*Iigp1* and *Cxcl10*) play critical roles in immunoregulation and inflammation, these findings suggest that HFD-induced obesity suppresses the ability of mammary stromal fibroblasts to express and secrete these immunoregulatory and inflammatory proteins/cytokines to compromise the immunity of mammary glands.

### 2.4. Obesity Aberrantly Regulates the Immune Ecosystem within Brca1−/−; p53+/− Mammary Glands to Establish a Tumor-Favorable Tissue Microenvironment

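Immune cells came from the same 4 mice and libraries as the stromal cells, and the authors compared HFD with RD cells of each type in the same way. Lists for 6 immune cell types were analysed here, with 375 genes for monocytes, 720 for macrophages, 239 for memory T cells, 499 for naive T cells, 327 for B cells and 320 for NK cells. In the authors' deposited tables, the adjusted p-value was below 0.05 for 97, 5, 23, 5, 23 and 2 of these genes, respectively. The number of cells of each type in each mouse was not used here, so changes that miss the cut-off in macrophages, naive T cells or NK cells cannot be read as absent.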

To reveal the impact of HFD-induced obesity on transcriptomic profiles of immune cells, we also conducted differential gene expression analysis on immune cell types. Among these eight immune cell types, we identified differentially expressed genes in monocytes, macrophages and memory T cells using the cut-off criterion (≥2-fold, adjusted *p*-value < 0.05). 

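A 2-fold change corresponds to an average log fold change of 0.69 on the natural-log scale. With this cut-off applied to the authors' deposited tables, 15 genes were higher and 1 lower in HFD monocytes, 3 higher and 1 lower in macrophages, and 3 higher and 1 lower in memory T cells. In naive T cells, 1 gene was lower (Lef1), in B cells 1 was higher (Iglc2), and in NK cells none passed. Before the fold cut-off, 2 NK cell genes had an adjusted p-value below 0.05 in the authors' deposited table, and 251 had an unadjusted p-value below 0.05. The fold cut-off moved the monocyte count most, from 15 to 55 higher genes at 1.5-fold.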

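In the authors' deposited table for monocytes, the average log fold change was 1.27 for Pf4 (adjusted p = 1.65e-05), 1.24 for Lpl (adjusted p = 2.18e-07), 1.12 for Retnla (adjusted p = 6.08e-07), 1.12 for Fn1 (adjusted p = 1.68e-05) and 1.06 for Ccl6 (adjusted p = 2.02e-10). These values correspond to 3.56-fold, 3.44-fold, 3.07-fold, 3.06-fold and 2.88-fold higher expression in HFD. They were the 5 largest increases past the cut-off in monocytes, and 10 further genes were also past it.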

In monocytes, we identified that expression of five genes was significantly upregulated by HFD-induced obesity, including *Ccl6*, *Fn1*, *Lpl*, *Pf4* and *Retnla* (Figure 8A,B and Figure 9A). 

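Macrophages had 3 genes past the cut-off with higher expression in HFD. Retnla (ENSMUSG00000061100, chromosome 16 from 48842551 to 48844461 in GRCm38/mm10) had an average log fold change of 2.32 in the authors' deposited table (adjusted p = 0.00117), a 10.2-fold increase. Folr2 had 1.39 in the authors' deposited table (adjusted p = 0.0162), a 4.00-fold increase, and Crip1 had 0.84 (adjusted p = 0.0137). None of the 3 passed at an adjusted p-value of 0.001.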

In macrophages, expression of *Retnla* along with another gene *Folr2* was upregulated by HFD (Figure 8C,D and Figure 9B). 

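Memory T cells had 3 genes past the cut-off with higher expression in HFD. S100a6 had an average log fold change of 1.03 in the authors' deposited table (adjusted p = 5.82e-11), a 2.79-fold increase. Lgals1 (ENSMUSG00000068220, chromosome 15 from 78926725 to 78930465 in GRCm38/mm10) had 0.98 in the authors' deposited table (adjusted p = 2.73e-09), a 2.67-fold increase. The other was Cd74, with 0.81 in the authors' deposited table (adjusted p = 1.42e-05). Ccr7 was the only gene called lower, with -0.82 in the authors' deposited table (adjusted p = 0.00689).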

In memory T cells, HFD led to upregulated expression of two genes *Lgals1* and *S100a6* (Figure 8E,F and Figure 9C).

Among these upregulated genes in immune cells, *Retnla/Fizz1* and *Folr2* are marker genes of M2 macrophages [45,46]. It has been shown that the polarization of M1 macrophages to M2 macrophages is the shift of macrophage functionality from a pro-inflammatory role to an anti-inflammatory role [47,48]. Given that tumor-associated macrophages (TAMs) known to promote tumorigenesis and metastasis manifest the M2-like phenotype, the anti-inflammatory function of M2 macrophages is pro-tumorigenic [49,50]. Upregulated expression of *Retnla/Fizz1* and *Folr2* genes in HFD macrophages (Figure 8C,D and Figure 9B) suggests that HFD-induced obesity stimulates the generation and/or recruiting of M2 macrophages in mammary glands, which is a sign of immunosuppression. 

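A list of 34 M2 genes and a list of 28 M1 genes were read in the macrophage comparison. Of 18 listed M2 genes, 16 were higher in HFD and 2 lower, but Retnla and Folr2 were the only 2 past the cut-off. Of 10 listed M1 genes, 4 were higher and 6 lower, and none passed. The median average log fold change computed from the authors' deposited table was 0.44 for the M2 genes and -0.35 for the M1 genes. Without the genes the paper names, 12 of 14 M2 genes were higher, with a median of 0.35. The mean of the M1 genes was only -0.11. Each listed change has a size of at least 0.25, so a median of mixed directions overstates a fall of the M1 genes. From the increase of Retnla and Folr2, the paper proposes that HFD-induced obesity raises the generation or recruitment of M2 macrophages in mammary glands.

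**Figure D3:**
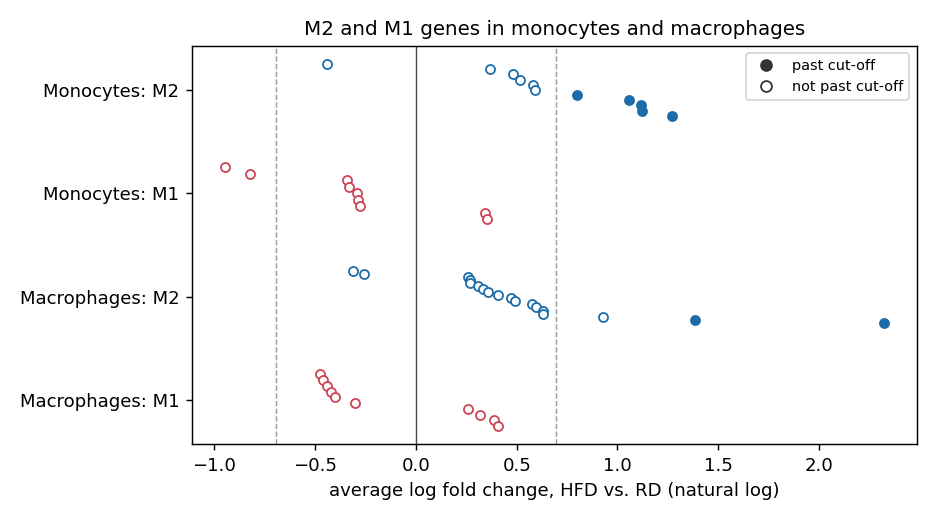
Average log fold change (HFD vs. RD, natural log) on the horizontal axis for each listed M2 gene (blue) and M1 gene (red) in monocytes and macrophages. Filled points pass the fold and adjusted p-value cut-offs, dashed lines mark the 2-fold change, and no M1 gene is filled.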

*Retnla* encodes resistin-like molecule alpha with activity to suppress immunity [51] and promote tissue fibrogenesis via activation of myofibroblast differentiation [52]. *Folr2* encodes folate Receptor β whose expression is induced in M2-like TAMs [46]. In monocytes, HFD-induced obesity also led to upregulated expression of the M2 marker gene *Retnla/Fizz1* (Figure 8A,B and Figure 9A). Moreover, expression of the *Ccl6* gene, encoding chemokine (C-C motif) ligand 6, was also upregulated in HFD monocytes (Figure 8A,B and Figure 9A). *Ccl6* is also a M2 marker gene for macrophages as Ccl6 expression is induced in IL-13-treated macrophages with M2 polarization [53]. 

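In monocytes, 10 of 11 listed M2 genes were higher in HFD and 5 passed the cut-off, with a median average log fold change of 0.59 computed from the authors' deposited table. Of 9 listed M1 genes, 2 were higher and 7 lower, with a median of -0.29. Among 10000 random lists from the monocyte table, these medians stood at percentiles 100 and 2.88. The M2 genes past the cut-off include Ccl6, Fn1, Pf4 and Retnla, which the paper itself names, so these add no separate support. Without the genes the paper names, 6 of 7 listed M2 genes were higher, with a median of 0.52. A list of 26 macrophage marker genes, of which 17 are also on another list used here, had 13 listed members in monocytes, all higher in HFD. Of these, 10 are neither on the M2 list nor among the genes the paper names.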

Upregulated expression of M2 marker genes in HFD monocytes suggests that HFD-induced obesity promotes differentiation of monocytes to M2 macrophages, consistent with the finding that HFD macrophages manifested the M2 gene signature profile (Figure 8C,D and Figure 9B).

In addition to M2 marker genes, HFD monocytes expressed higher levels of Pf4/Cxcl4 than RD monocytes (Figure 8A,B and Figure 9A). CXCL4 is known to have anti-immunity activity through its inhibitory effect on cytotoxic T lymphocytes [54]. Therefore, this finding suggests that HFD-induced obesity can trigger monocytes to express more Cxcl4 to suppress the function of cytotoxic T lymphocytes in mammary glands. Besides these chemokine genes, HFD also upregulated expression of *Lpl* (lipoprotein lipase) and *Fn1* (fibronectin 1) genes involved in regulation of lipoprotein/lipid metabolism and cell migration, respectively. 

In memory T cells, expression of *Lgals1* and *S100a6* genes was upregulated by HFD-induced obesity. *Lgals1* encodes galectin-1 that belongs to a family of β-galactoside-binding proteins involved in regulating cell-cell and cell-matrix interactions. *Lgals1* is a HIF-1-regulated gene and plays crucial pro-tumorigenic functions within the tumor microenvironment. Galectin-1 is known to enhance tumor angiogenesis through inhibiting T cell-mediated cytotoxic immune responses [55]. Based on these known roles of galectin-1, HFD-induced upregulation of Lgals1 expression in memory T cells may have an immunosuppressive effect. 

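Lgals1 was listed as higher in HFD in 4 of the 6 immune cell types and in 2 of the 5 stromal subtypes, and passed its cut-off in memory T cells only. S100a6 was listed as higher in all 11 cell types. It passed the cut-off in memory T cells, Stroma T1 and Stroma T4. The increases of Lgals1 and S100a6 were thus not confined to memory T cells in direction, and whether their size differs between cell types was not tested. When the average log fold change was read on the log2 scale, Lgals1 in memory T cells no longer passed. From the known roles of galectin-1, the paper proposes an immunosuppressive effect of the increase in memory T cells.

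**Figure D4:**
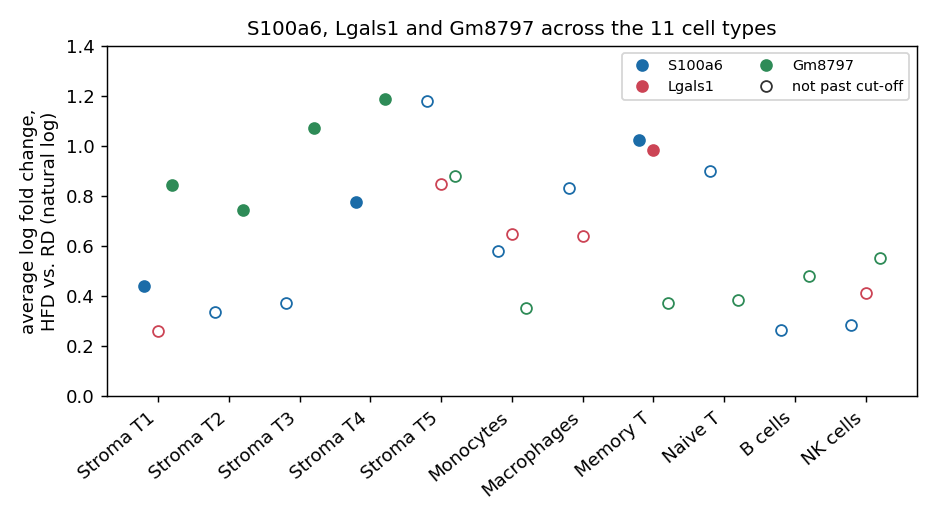
Average log fold change (HFD vs. RD, natural log) on the vertical axis for S100a6, Lgals1 and Gm8797 in each of the 11 cell types that lists the gene. Filled points pass the cut-offs of their cell type and open points do not, and all points lie above 0.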

*S100a6*, encoding S100 calcium binding protein A6, is associated with poor prognosis of DCIS patients and several cancer types overexpress this *S100* gene, suggesting *S100a6* plays an oncogenic role in tumorigenesis [56]. S100a6 can be secreted from several tumor cell types, and has been implicated in regulation of cell cycle and CXCL14, a pro-inflammatory chemokine [57]. Although the functional role of S100a6 in T cells is unclear, HFD may trigger memory T cells to express and secrete more S100a6 to promote the tumorigenic process in mammary glands.

## 3. Discussion

Revealing the interactions between tumor cells and their surrounding microenvironment at single-cell resolution is critical to understand tumorigenic and metastatic processes. In this study, we exploited scRNA-seq to investigate the impact of obesity on the microenvironment in the mammary gland of a mouse Brca1-deficiency cancer model. Our study for the first time reveals that the mouse *Brca1*-mutated mammary stroma contains at least five different molecular subtypes of stromal fibroblasts with their respectively unique functional characteristics. Importantly, this study provides novel insight into how HFD-induced obesity deregulates the ECM homeostasis and immunity in the mammary gland of this animal mammary tumor model through altering the transcriptomic landscapes of stromal fibroblasts and some immune cell types.

Through scRNA-seq analysis of HFD stromal fibroblasts relative to RD counterparts, we found that obesity promoted stromal fibroblasts to express ECM proteins (e.g., collagen, elastin, and glycoprotein). This finding suggests that these obesity-induced ECM proteins may lead to the increased fibrotic property of mammary adipose tissue, resulting in mammary gland tissue becoming dense and rigid. It has been reported that obesity causes the fibrotic remodeling of adipose tissue [58]. The obesity-induced mammary fibrosis has correlated with cancer incidence [59]. Further clinical studies employing mammography and palpation, have demonstrated that increased density and rigidity of breast tissue due to alterations in ECM are risk factors for breast cancer onset and progression [60,61]. Given that changes in ECM composition can dramatically affect cellular mechanosignaling, breast tissue stiffness (e.g., induced by obesity and tumorigenesis) enhances mechanosignaling to promote tumorigenesis of breast epithelial cells and their aggressive features through dysregulated growth factor and cytokine signaling [62,63,64,65,66]. Our scRNA-seq study is in line with these previous studies and suggests that obesity induces fibrotic remodeling in the mammary stroma to establish a pro-tumorigenic microenvironment for breast cancer development through altering local ECM mechanical properties and mechanotransduction (Figure 10, hypothesis 1). Moreover, we also found that obesity led to downregulated expression of immune-related cytokine genes in mammary stromal fibroblasts. Our data indicate that obesity promotes the interaction between immune cells and mammary fibroblasts, which may in turn foster breast cancer development (Figure 10, hypothesis 1).

In addition to the metabolic impacts on cancer initiation and promotion, obesity has been shown to aberrantly modulate immune homeostasis for changing the elimination, equilibrium, and escape phases of global as well as local immune-editing processes [67,68,69]. Moreover, multiple lines of studies have demonstrated that obesity drives various inflammatory alterations including the dysregulated functionality of immune cells, chronic changes in production of cytokines, gradual degeneration of both adaptive and innate immune systems and enhancing the immune aging process [67,69,70,71]. Nevertheless, the effect of obesity on the local immunity in the mammary gland remains elusive. To address this local impact, we also conducted scRNA-seq analysis of the transcriptomic profiles of HFD immune cells relative to RD counterparts. The most prominent finding from our study is that HFD-induced obesity significantly enhanced expression of genes related to the M2-type macrophage in monocytes and macrophages. This suggests that obesity facilitates the generation and/or recruiting of M2 macrophages in the mammary gland. Macrophages are a type of leukocytes functioning in the innate immune system and they are localized in almost all tissues. Macrophages play vital roles in anti-infective immunity through their ability in engulfing as well as digesting foreign pathogens and sustaining tissue homeostasis [72,73]. Macrophages are generated from differentiation of monocytes. Monocytes, derived from progenitor cells in the bone marrow, circulate in the blood stream and later are recruited to local tissues for differentiation into macrophages after stimulated by local microenvironmental factors [72,73,74,75]. Based on tissue-environmental conditions, macrophages can be polarized into two main phenotypes: M1 and M2 macrophages [47,48]. M1-type macrophages have pro-inflammatory and tumoricidal activity, whereas M2-type macrophages are anti-inflammatory as well as pro-angiogenic and play a pivotal role in wound healing through their effect to suppress inflammatory responses and enhance connective tissue remodeling [47,48]. Studies have shown that macrophages are recruited to the tumor microenvironment. These tumor-associated macrophages (TAMs) mainly display the M2-like phenotype [49,50]. Recent evidence suggests that TAMs play a critical role in growth, progression, and metastasis of various cancers, including breast cancer, due to their pro-tumorigenic activity [49,50,76]. Moreover, M2 macrophages have been found to participate in lung and liver fibrogenesis [77,78], suggesting another macrophage-mediated function to promote tumorigenesis. Notably, our novel findings support that obesity suppresses the immunity and promotes fibrogenesis in mammary gland tissue through enhancing development and/or recruiting of M2-type macrophages. Our findings solidify and reinforce our hypothesis that M2 macrophages are the potential mechanism for obesity to promote tumorigenesis of mammary epithelial cells (Figure 10, hypothesis 2). We were aware that obesity has been known to promote the recruitment of M1 macrophages to adipose tissue [79], which is different from our finding. However, as the *in vivo* plasticity of macrophage phenotypes is dramatically affected by the tissue microenvironment, the difference in our finding was potentially caused by the alterations in the *Brca1*-mutated mammary gland microenvironment. In addition to the dysregulation of monocytes and macrophages, obesity also compromises the immune function of memory T cells through upregulation of galectin-1 that functions to inhibit T-cell-mediated immunity and promote tumor angiogenesis (Figure 10, hypothesis 2). 

Prior single-cell RNA-sequencing studies have documented that normal mammary epithelial cells exhibit the genomic diversity and contain a CDH5 cell subpopulation as mammary stem cells [80]. Single-cell RNA-sequencing of primary triple-negative breast cancer (TNBC) cells identified the major tumor-derived signature among all TNBC cells is the Basal-Like 1 proliferative signature [81]. These observations, along with the immune and cancer-associated fibroblasts single-cell RNA-seq datasets reveal that single-cell transcriptome profiling can identify and characterize clinically important subpopulations [82,83]. However, no study to date has studied the impact of the high-fat diet on premalignant mammary microenvironment in *Brca1−/−; p53+/−* mouse models. Considering the diverse stromal cells, single-cell expression profiling is particularly important for the accurate characterization of mammary stromal cells in the high fat condition. To our knowledge our present study is the first report that comprehensively compared stromal heterogeneity and demonstrates the characteristics of different stromal cell subtypes that were shaped by the high fat diet in the mammary gland microenvironment. A limitation of our study is that we only studied stromal cells at one timepoint. It is possible that stromal cell populations can undergo changes as these stromal cells communicate with mammary epithelial cells at different timepoints. Future studies should aim to compare stromal cell types and stages of mammary premalignant (or malignant) epithelial cells to further elucidate high-fat-diet contributions to TNBC tumor development.

## 4. Materials and Methods

### 4.1. HFD-Induced Obesity in Brca1−/−; p53+/− Mice

Four two-month-old female *C57BL/6 Brca1*−/−; *p53+/*− mice were randomized and fed with either a lean-fat diet (10% kcal from fat) or a high-fat diet (60% kcal from fat) ad libitum for 10 weeks (*n* = 2 for each diet group). Both lean-fat (D12450J) and high-fat (D12492) diets were obtained from Research Diets (New Brunswick, NJ, USA). The body weights of experimental mice were measured once per week. After 10-week diet feeding, mice were euthanized and dissected, and then their mammary glands were taken for single cell isolation. This animal experiment was performed in accordance with federal guidelines and the animal use protocol (AUP # 0318023) approved by the Institutional Animal Care and Use Committee (IACUC) of the University of Maryland School of Medicine.

### 4.2. Single-Cell Isolation of Mammary Stromal and Immune Cells

For single cell isolation from mammary glands, dissected mammary glands were minced to the size of approximate 1 mm^3^ in the DMEM/F12 digestion medium containing 300 units/mL collagenase, 100 units/mL hyaluronidase, 10%FBS, and 1% antibiotics (Penicillin/Streptomycin). Minced mammary tissue was digested at 37 °C. The tissue digestion time depended on the tissue amount. After pipetting to dissociate mammary cells and centrifugation, tissue cells were treated with 5mg/mL dispase II and 0.1mg/mL DNase I in the DMEM/F12 medium at 37 °C for 5 minutes. After centrifugation, tissue cells were resuspended in 0.25% trypsin/EDTA for digestion at 37 °C for 1 minute. The cell mixture was mixed with 5 ml DMEM/F12 media with 10% FBS to neutralize trypsin. After tissue cells were spun down, they were resuspended in the red blood cell lysis buffer (00-4333-57, Ebioscience, San Diego, CA, USA) for 3 minutes at RT to lyse red blood cells. After centrifugation and the removal of the supernatant, tissue cells were washed twice with PBS containing 2% FBS. After PBS washing, resuspended cells were filtered through the 40 µm cell strainer. Non-epithelial cells were further enriched by removing epithelial cells using the anti-EpCAM antibody and magnetic dynabeads. To isolate viable cells, enriched non-epithelial cells were stained with 7-AAD dye (0.5 µg/mL) and 7-AAD-negative viable cells were sorted using the FACS Aria II cell sorter (BD Biosciences, Franklin Lakes, NJ, USA). 

### 4.3. Single-Cell RNA Sequencing and Data Analysis

FACS-sorted viable single cells were resuspended in PBS with 2% FBS and 2000 cells were used to make pooled single-cell cDNA libraries using 10× Genomics Chromium (Pleasanton, CA, USA). A TC20 Automated Cell Counter (BioRad, Hercules, CA, USA) was exploited to determine cell number and viability of sorted single cells. Only cell samples with at least 80% viability were processed for scRNA-seq analysis. We loaded cell samples into the 10× Genomics Chromium device to process them into scRNA-seq libraries according to the manufacturer’s protocol. Pooled scRNA-seq libraries were sequenced with a depth of 50,000–100,000 reads per cell using a Hiseq 4000 sequencer (Illumina, San Diego, CA, USA). The 10× Genomics Cell Ranger Analysis Pipeline (Version 3.0.2, 10x Genomics, Pleasanton, CA, USA) was used to process raw sequencing data for the generation of FASTQ files and the expression matrix counts of mouse genes via the alignment of sequencing reads to the mouse reference genome (mm10). We used the R-based Seurat package (Version 3.1.1) and R scripts (R version 3.6.1) to perform the subsequent data analysis such as QC, PCA, t-SNE, and other analyses. Only cells with mitochondrial read rate ≤10% and detectable genes ≥200 were retained for scRNA-seq analysis. The datasets of two cell samples from each diet group were integrated and analyzed together in the implementation of Seurat analysis. The scRNA-seq matrix count data were normalized, scaled and clustered using the top principal components of highly variable genes (HVGs). The t-SNE algorithm in the Seurat package was utilized to generate t-SNE plots and visualize gene features in the resulting cell clusters. Feature plots, Vlnplots, scatter plots and volcano plots for the identified cell clusters were generated after cell-cluster-specific markers were determined using the FindMarker algorithm in the Seurat package. The scRNA-seq raw and processed datasets have been deposited in the GEO data repository (GEO accession number: GSE152866).

### 4.4. Statistics and Reproducibility

ScRNA-seq was done on single-cell preparations from RD- and HFD-fed *C57BL6 Brca1−/−; p53+/−* mice (*n* = 2 for each group). The adjusted *p*-value < 0.05 was considered to be significant for differential gene expression analysis across two conditions.

## 5. Conclusions

In summary, our scRNA-seq study provides new mechanistic insight into how obesity promotes breast cancer development. Based on our findings, we hypothesize that obesity alters the mammary tissue microenvironment and immunity through deregulating stromal and immune cell functions. These obesity-mediated pathological effects create a pro-tumorigenic microenvironment to cultivate breast epithelial tumorigenesis (Figure 10). Given that our scRNA-seq study was conducted on the Brca1-deficiency mouse breast cancer model to elucidate the microenvironmental impact of obesity on breast cancer development, our findings may form the basis for the future development of obesity-related therapeutic and preventive interventions.

## DVA/US Government Disclaimer

The contents do not represent the views of the U.S. Department of Veterans Affairs or the United States Government.

## Figures and Tables

**Figure 1:**
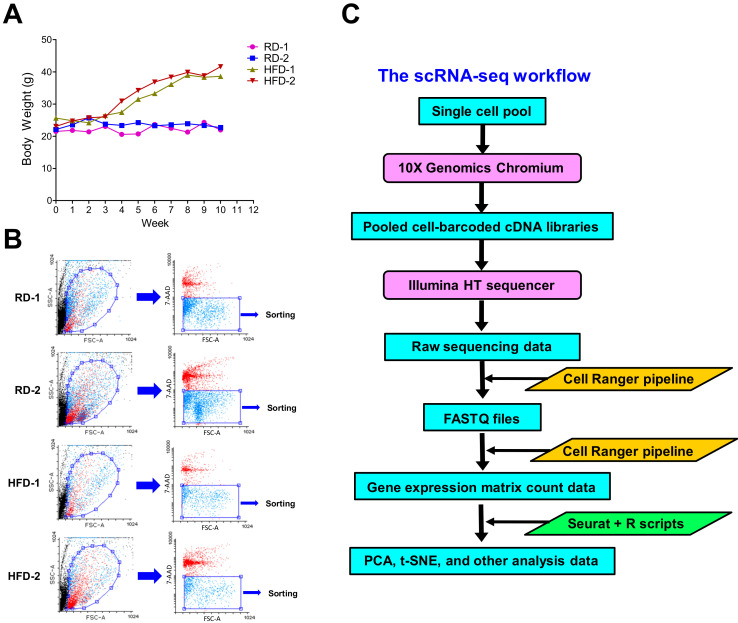
The scRNA-seq analysis of fluorescence-activated cell sorting (FACS)-sorted cells isolated from mammary glands of HFD or RD *Brca1−/−; p53+/−* mice. (**A**) Feeding with high-fat diets induced obesity in *Brca1−/−; p53+/−* mice. Body weight data of experimental mice were plotted against the week information. Four female *C57BL6 Brca1−/−; p53+/−* mice were involved in the experiment (the regular diet group: RD-1 and RD-2; the high-fat diet group: HFD-1 and HFD-2). (**B**) FACS sorting of viable mammary cells. Enriched non-epithelial cells were stained with 7-AAD dye and then sorted using the gated condition shown in the FACS data. 7-AAD-negative cells were gated for sorting viable cells. (**C**) The diagram of the scRNA-seq workflow.

**Figure 2:**
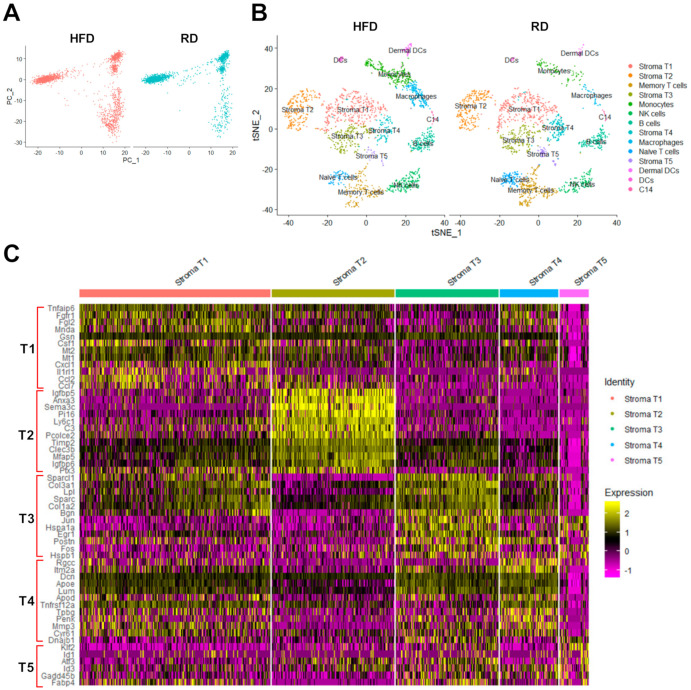
Dimensionality reduction and heatmap analyses of single-cell RNA sequencing (scRNA)-seq data. (**A**) PCA plot analysis of scRNA-seq data. (**B**) The t-SNE plot analysis of scRNA-seq data. Cell-type names are annotated in the plots based on identified cell-type-specific marker genes. (**C**) The heatmap of top differentially expressed genes in each stromal fibroblast subtype (Top 12 genes for T1–T4 and top 6 genes for T5).

**Figure 3:**
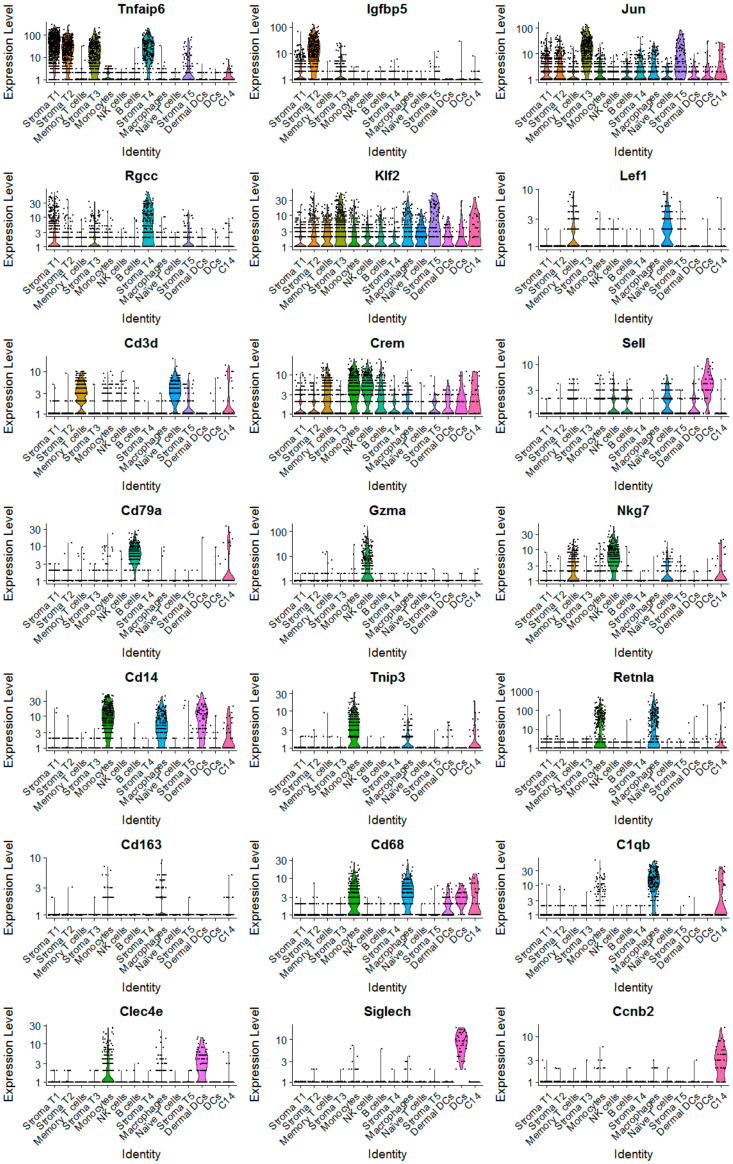
Expression analysis of cell-type-specific marker genes based on scRNA-seq data. Expression of these marker genes was presented in Vlnplots. The differential gene expression analysis algorithm built in the Seurat package was used to identify marker genes predominantly or uniquely expressed in each cell type.

**Figure 4:**
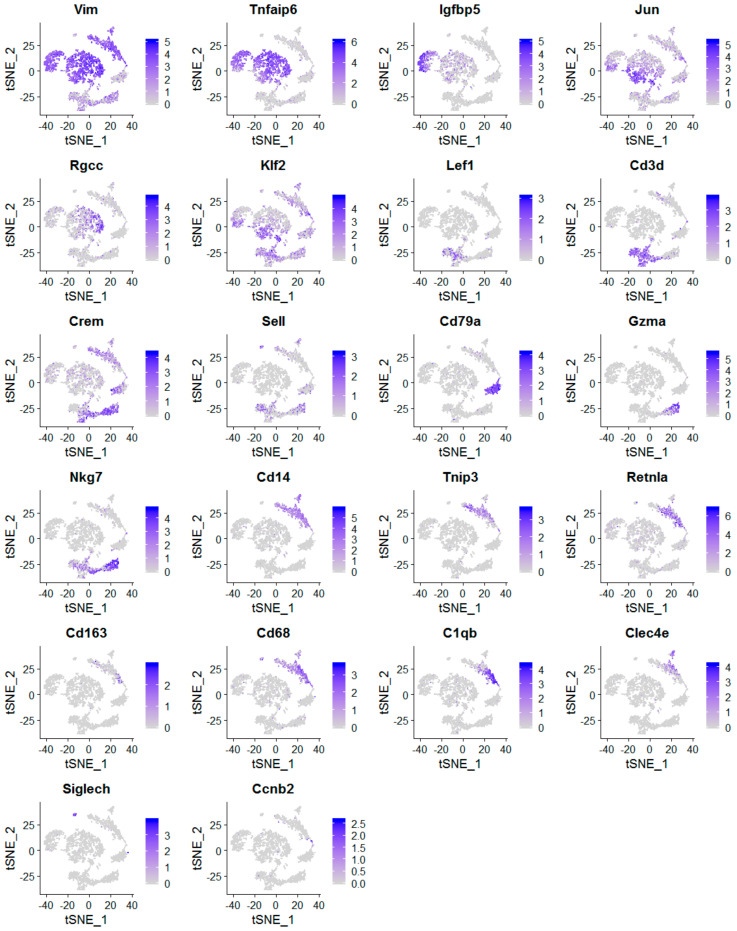
Expression profiles of cell-type-specific marker genes in mammary cell types. Gene expression profiles were presented in t-SNE plots.

**Figure 5:**
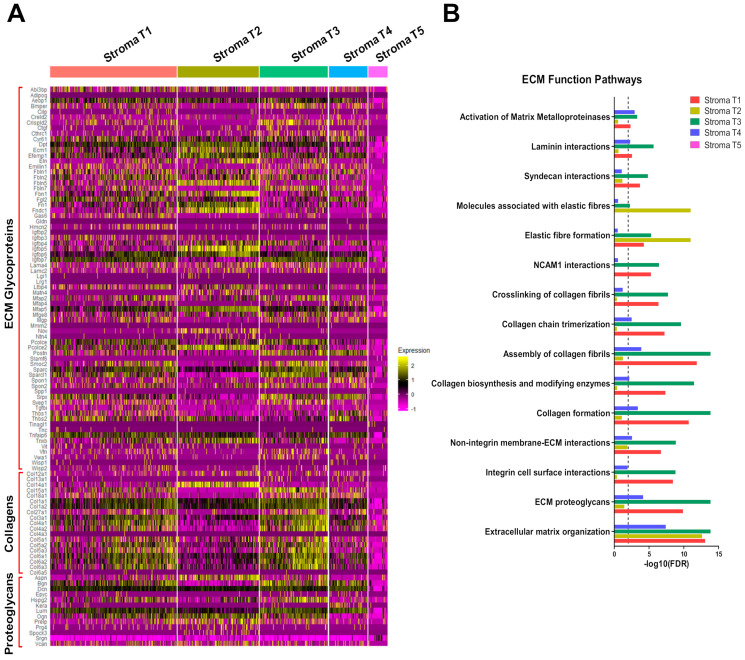
Expression profiling and gene pathway enrichment analyses reveal common and distinct functional roles of mammary stromal fibroblast subtypes in the ECM. (**A**) Expression profiles of matrisome genes in five stromal fibroblast subtypes. Genes encoding ECM core components including glycoproteins, collagens and proteoglycans were analyzed and shown in the heatmap. (**B**) Enrichment analysis of differentially expressed genes in mammary stromal fibroblast subtypes in ECM function pathways. The FDR cut-off value (0.01, −log10(FDR) = 2) to judge the statistical significance of the enrichment is depicted as a dash line in the graph.

**Figure 6:**
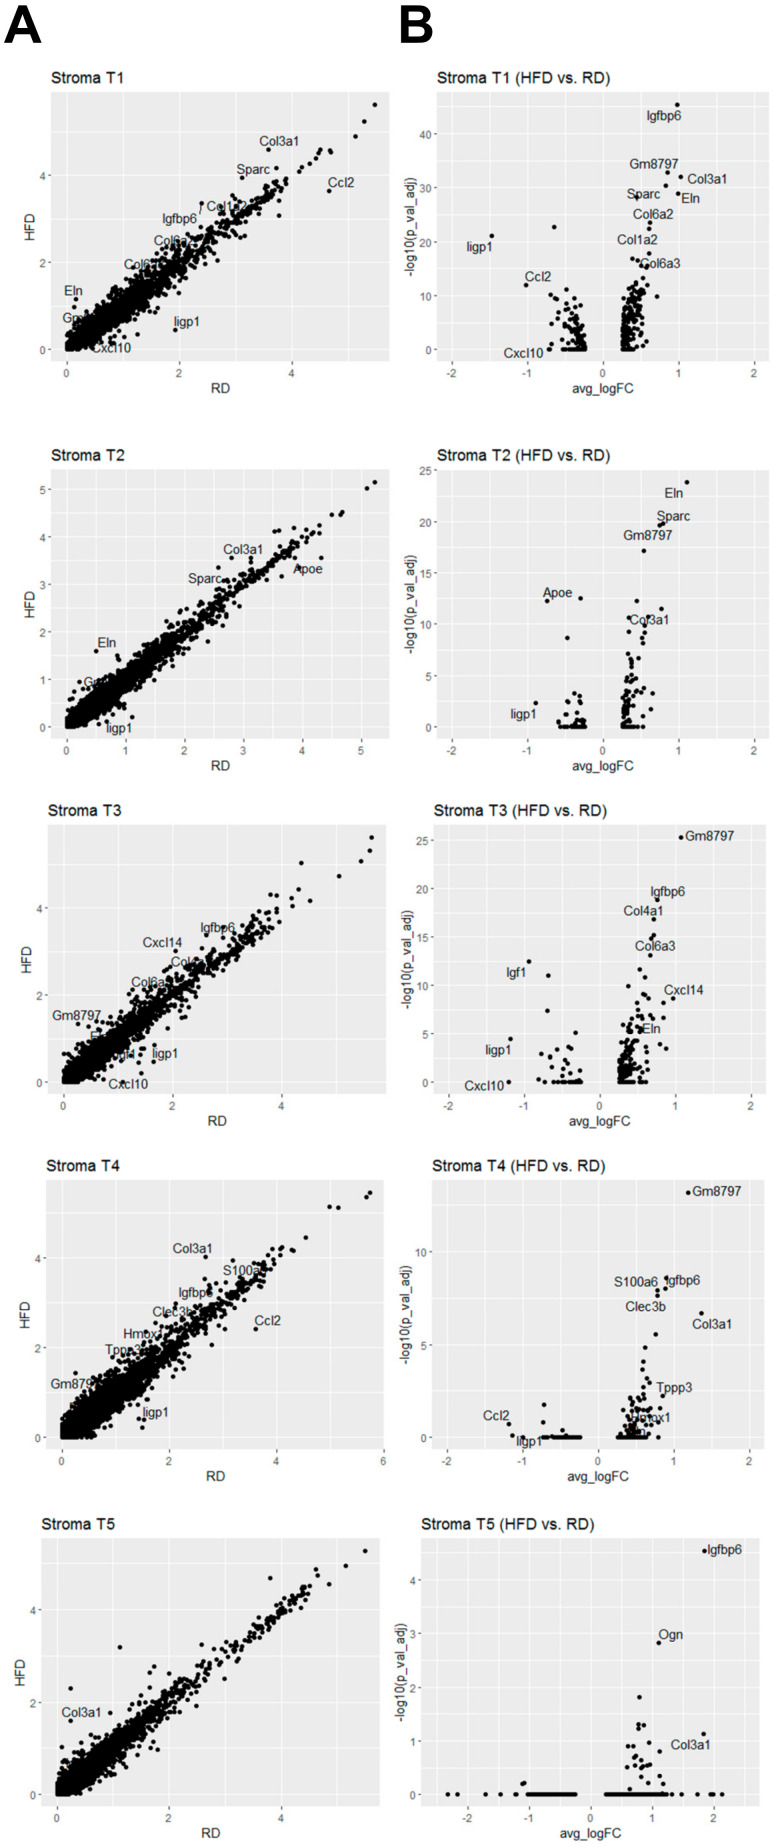
Differential gene expression analysis of HFD stromal cell subtypes in comparison with RD counterparts. (**A**) Scatter plot analysis of differentially expressed genes in HFD vs. RD stromal cell subtypes. (**B**) Volcano plot analysis of differentially expressed genes in HFD vs. RD stromal cell subtypes.

**Figure 7:**
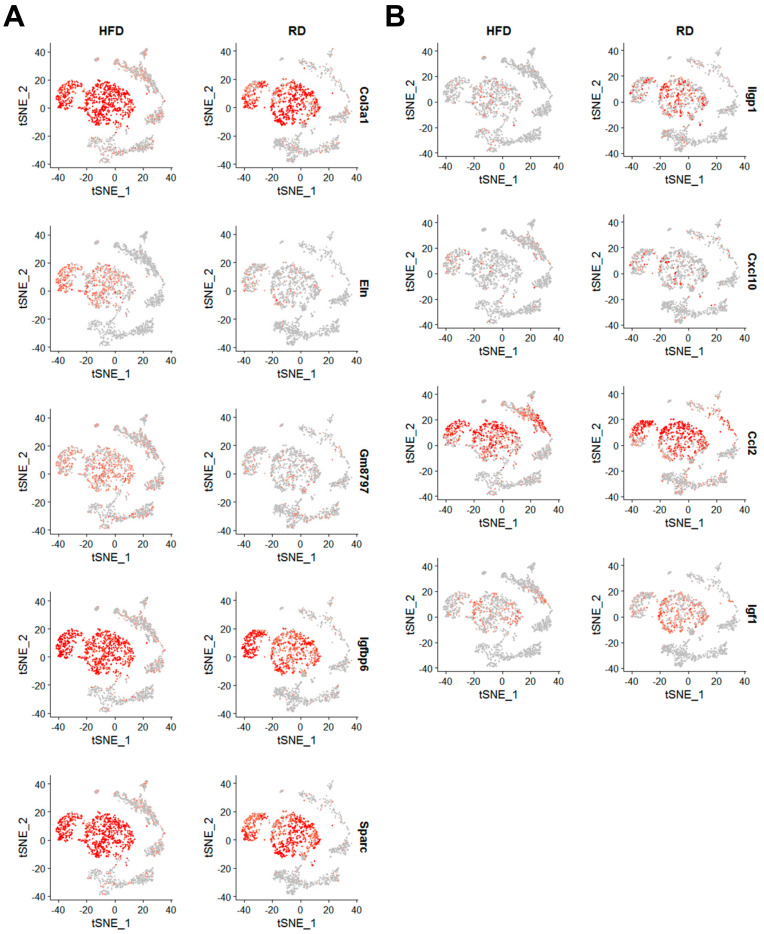
Expression profiles of HFD-induced differentially expressed genes in mammary stromal cell subtypes. (**A**) Expression patterns of HFD-induced upregulated genes were displayed in t-SNE plots. (**B**) Expression patterns of HFD-induced downregulated genes were displayed in t-SNE plots.

**Figure 8:**
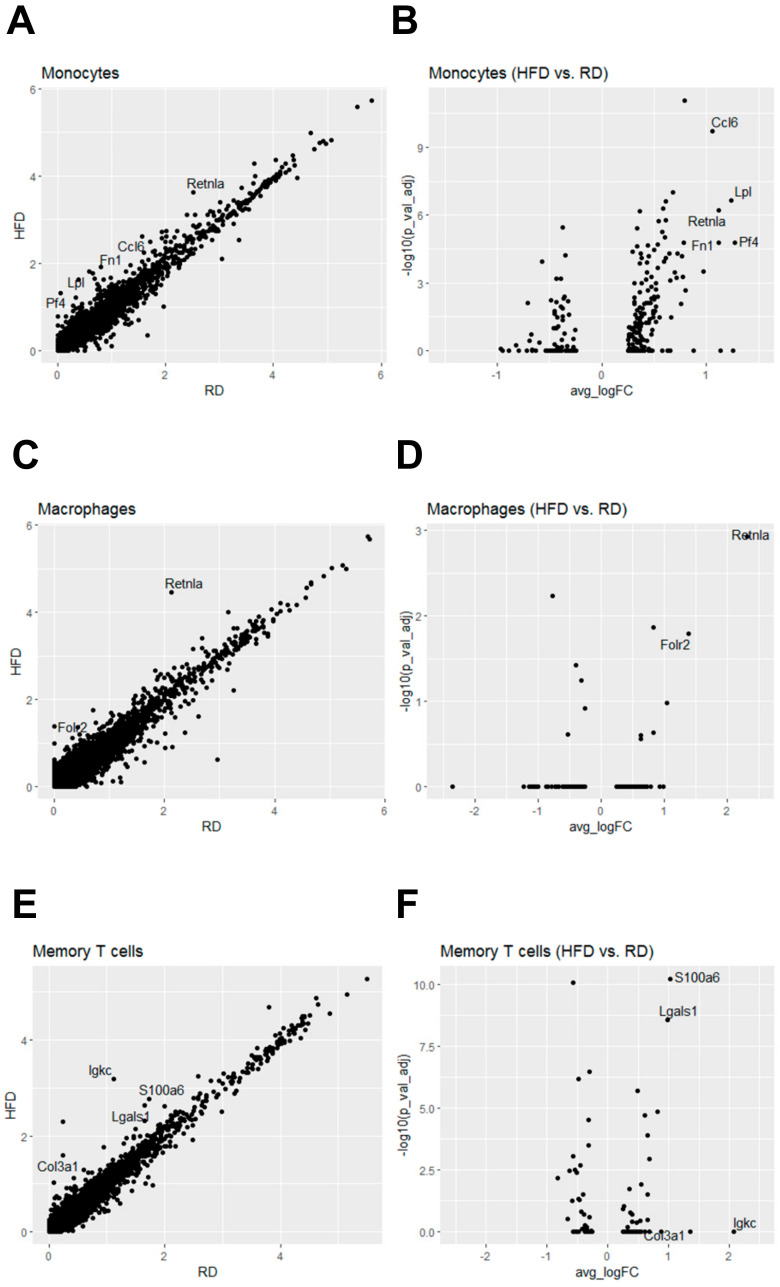
Differential gene expression analysis of HFD monocytes, macrophages and memory T cells in comparison with their respective RD counterparts. (**A**) Scatter plot analysis of differentially expressed genes in HFD vs. RD monocytes. (**B**) Volcano plot analysis of differentially expressed genes in HFD vs. RD monocytes. (**C**) Scatter plot analysis of differentially expressed genes in HFD vs. RD macrophages. (**D**) Volcano plot analysis of differentially expressed genes in HFD vs. RD macrophages. (**E**) Scatter plot analysis of differentially expressed genes in HFD vs. RD memory T cells. (**F**) Volcano plot analysis of differentially expressed genes in HFD vs. RD memory T cells.

**Figure 9:**
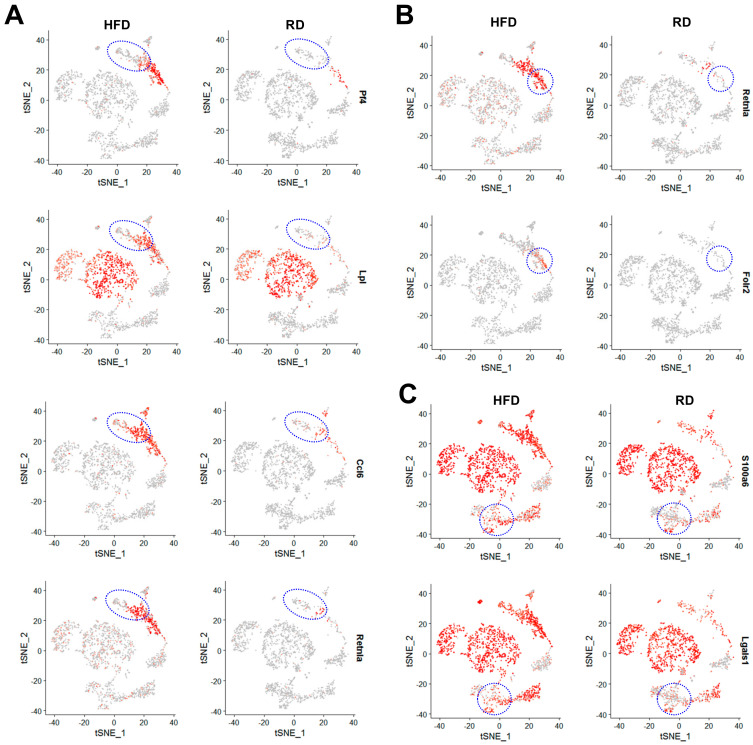
Expression profiles of HFD-induced differentially expressed genes in mammary monocytes, macrophages and memory T cells. Expression patterns of upregulated genes in HFD monocytes (**A**), HFD macrophages (**B**) and HFD memory T cells (**C**) were displayed in t-SNE plots.

**Figure 10:**
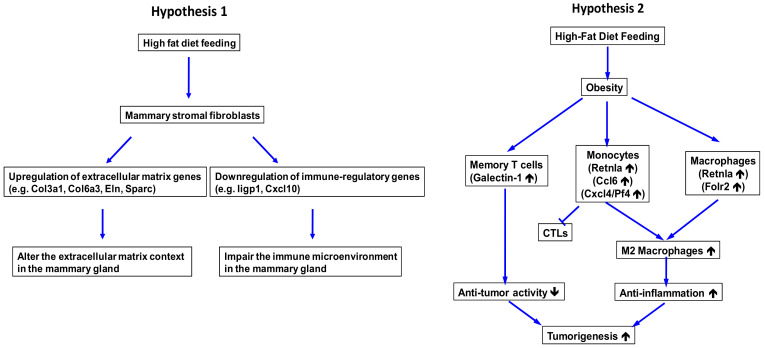
Two hypothetical models illustrating how HFD-induced obesity influences the mammary tissue microenvironment to promote breast tumorigenesis.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/12/8/2235/s1, Figure S1: This QC report for the scRNA-seq of the RD-1 cell sample was generated from CellRanger analysis, Figure S2: This QC report for the scRNA-seq of the RD-2 cell sample was generated from CellRanger analysis, Figure S3: This QC report for the scRNA-seq of the HFD-1 cell sample was generated from CellRanger analysis, Figure S4: This QC report for the scRNA-seq of the HFD-2 cell sample was generated from CellRanger analysis, Figure S5: Gene enrichment analysis of biological function pathways in different stromal subtype cells. Three different classified pathways are shown here, including immune function pathways (A), receptor/kinase function pathways (B) and stress response pathways (C). The cut-off FDR (0.01, −log10 (FDR) = 2) is shown as a dash line in figures.

How the deposited data were processed for this re-analysis (not part of the article)

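The data are scRNA-seq comparisons of mammary glands from 2 RD and 2 HFD Brca1−/−; p53+/− mice. The authors processed the reads with Cell Ranger against mm10, filtered cells by gene number and mitochondrial share, and clustered them with Seurat. The paper's text does not name a step that removes doublets, and none could be made here without counts per cell, so droplets with more than 1 cell may be present in any cell type. They then compared HFD with RD cells in each cell type and deposited 1 table per comparison. Tables for 5 stromal subtypes and 6 immune cell types were used here, with 5266 entries in all. The average log fold change in the authors' deposited tables is on the natural log scale, as the stated Seurat version gives it. The p-value in each deposited table comes from a test across cells, and the adjusted p-value deposited beside it equals that p-value times 13611, capped at 1. This factor was found to be the same whole number in every table.

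The tables hold neither counts nor values per mouse. No library size, number of cells per comparison, spread between mice or interval could therefore be computed, and no test across mice was made. Each p-value describes the pooled cells of these 4 mice and does not cover variation between mice.

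From the deposited values, linear fold changes were computed and genes were counted past the paper's cut-offs, which are 1.5-fold for stroma and 2-fold for immune cells, with an adjusted p-value below 0.05. The cut-offs, the alternatives, the 18 gene lists first used and the rule for naming genes were set before the data were examined. The alternatives were the log2 scale, Benjamini-Hochberg adjustment over 13611 genes with unlisted genes taken as unchanged, an adjusted p-value of 0.001, exchanged fold cut-offs, and leaving out ribosomal, mitochondrial and Gm-numbered genes. Lists of sterol synthesis, T cell, abundant myeloid and MHC class II genes were added afterwards, as was the ribosomal protein family defined by gene name.

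Genes named are those the paper names, the 5 largest changes past the cut-off in each direction and cell type, those past the stromal cut-off in 3 or more subtypes, up to 10 past the cut-off where the paper names none, and list members past a cut-off. Other genes named were chosen after their values were seen.

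For each gene list, the median average log fold change of its listed members was placed among 10000 random lists of the same size from the same table, where at least 5 members were listed. The planned matching of random lists on the share of cells with the gene was not done, because the tables hold no such shares. Random lists were therefore unmatched. Of 75 list and cell type pairs with a percentile, 51 lay outside the middle 95% of random lists, against 5% by chance for unrelated genes. Genes of a list vary together within cells, so a percentile describes how far a list stands apart and is not a p-value.

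Direction across cell types was compared for genes listed in both tables of a pair, beside the share given by independent directions. All tables share the same 4 mice, and without counts no simulation of unchanged groups could be made.

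The procedure was tested on simulated data for Stroma T1 and monocytes, each with 13611 genes of which 200 were changed. In each, 100% of the changed genes were recovered and 0 unchanged genes were called. The simulated changes were set far above the noise and past both cut-offs, so this recovery was fixed in advance. No cells, counts or mice were simulated, so the result checks the counting and not the reliability of calls in these data. In the same simulations, 6% and 3.5% of random lists lay outside the middle 95%.

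Gene positions came from GENCODE vM21 on GRCm38/mm10. Of 3188 genes in the 11 tables, 3122 matched a name there and 66 did not. To find near copies, the last 400 bases of each transcript were compared in stretches of 31 bases, and 185 genes (5.93%) shared over 50% of them with another gene. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used. Body weights, cell type proportions, subtype markers and pathway analyses were not analysed here. The result of 1 widely listed gene is not reported here.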

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

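All results in this part lie outside those the paper discusses and were picked after their values were seen, from 191 pairs of a gene list and a cell type and from the genes past a cut-off. The tests of macrophage markers in monocytes, naive T cell genes in memory T cells, the interferon list within the stroma and free fibroblast RNA were set beforehand. The tests of sterol synthesis genes, stroma T5, B cells, naive T cells, NK cells, immunoglobulin RNA and the interferon list in immune cells were chosen after the results were seen. Each result rests on 2 mice per diet pooled, so an effect of diet and a difference between individual mice cannot be separated for any of them.

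In monocytes, 13 of 13 listed macrophage marker genes were higher in HFD. For the paper's increase of M2 marker genes in monocytes, a candidate explanation is more macrophage-like cells in the HFD monocyte cluster. Before any value was seen, it was predicted that macrophage markers the paper does not name would then be mostly higher, and 12 of 12 were, including 10 of 10 that are not on the M2 list. The markers are part of the same 13, so they add no support beyond that prediction. A rise of these genes within each monocyte, which is closer to the paper's reading, predicts the same and was not tested separately.

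In memory T cells, 11 of 11 listed naive T cell genes were lower in HFD, and 9 of 11 listed effector genes other than Lgals1 and S100a6 were higher. For the paper's increase of Lgals1 and S100a6, both directions were predicted beforehand if the HFD cluster held a different mix of naive-like and effector-like cells, and the 11 lower genes may reflect this. The effector genes are not specific to memory T cells here, since without Lgals1 and S100a6 they were also higher in 10 of 10 entries in macrophages and 26 of 34 in stroma. In monocytes and NK cells they were mostly lower, with 3 of 8 and 2 of 7 entries higher. A change within the same cells was not tested and stays open.

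In Stroma T1, 15 of 15 listed interferon response genes other than Iigp1 and Cxcl10 were lower. Of these, 9 had an adjusted p-value below 0.05 in the authors' deposited table, against 0 of 14 in T4. A lower interferon response in HFD stroma is a candidate explanation in T1 and, by direction only, in T4. In T2 the list as set beforehand went both ways, with its median at percentile 14.7, so T2 leaves this open. Without the MHC class II genes, a division made after the values were seen, 5 of 5 were lower in T2 (percentile 3.18) and 13 of 13 in T3 (percentile 4.22). Among immune cells, 25 of 38 listed members were lower, or 25 of 29 outside MHC class II. Of the 38, 15 of 16 were lower in monocytes and macrophages, while lymphoid cells had 12 higher and 10 lower. Memory T cells had 5 of 6 higher and naive T cells 5 of 8. Outside MHC class II, memory T cells had 1 of 2 higher and naive T cells 2 of 5. A lower interferon response may therefore not be limited to stroma, but in immune cells this rests mainly on monocytes and macrophages. There it rests on the direction of the set, since no single lower entry had an adjusted p-value below 0.05. A difference in exposure to infection or housing between the diet groups was not tested.

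In Stroma T5, 18 of 18 listed T cell genes were lower, while 19 of 19 abundant fibroblast genes were higher. The rise of fibroblast genes is not particular to T5, since 14 of 14 entries were also higher in T1, 15 of 16 in T2, 9 of 12 in T3 and 15 of 15 in T4. A different mix of lymphocyte-like and fibroblast-like cells in the T5 cluster may account for the lower T cell genes, since 11 of 12 listed naive T cell genes were also lower. The fibroblast genes do not help to tell such a mix from the rise seen in the other subtypes. No T cell gene in T5 had an adjusted p-value below 0.05 in the authors' deposited table, so the direction of the set carries this and not any single gene.

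In Stroma T3, 7 of 7 listed sterol synthesis genes were higher. A shared rise of the sterol synthesis genes is a candidate explanation, since all 5 further entries for members other than the 4 that drew attention (Hmgcs1, Idi1, Insig1 and Msmo1) were higher across stromal subtypes. Diet is the biological difference in the design and remains untested.

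In B cells, Iglc2 had an average log fold change of 0.81 in the authors' deposited table (adjusted p = 0.00154). A larger share of lambda light chain B cells in HFD may be involved, as Igkc had -1.10 in the authors' deposited table. Its adjusted p there was 1, as it was for Iglc1 and Iglc3, so the explanation cannot be told apart from no change in light chain use.

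Also in B cells, 15 of 15 listed ribosomal protein genes were higher. A shift common to all cells of the HFD libraries would predict the same direction elsewhere, but in Stroma T5 72 of 73 were lower. The adjusted p-value in the authors' deposited tables was below 0.05 for 0 of these 73, against 13 of 15 in B cells. A different mix of cells in T5 also stays open, so T5 cannot exclude such a shift. A change limited to B cells, or a different mix of B cells, was not tested.

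In naive T cells, Lef1 had -0.75 in the authors' deposited table (adjusted p = 0.0178). Of the other listed naive T cell genes, 5 of 6 were also lower, but only 3 effector genes were listed, so a different mix of naive-like and effector-like cells in the HFD naive T cluster may contribute and cannot be told apart from a change in Lef1 within cells.

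In NK cells, Cd3e had -0.68 in the authors' deposited table (adjusted p = 0.0115), just short of the 2-fold cut-off. Fewer T cells in the HFD NK cluster may explain it, as all 4 other listed genes of the T cell receptor complex were lower. Some of these had been seen to be lower before the test, their adjusted p-values were 1 in the authors' deposited table, and of 7 listed genes of the wider T cell list, 2 were higher (Arhgdib and Ptprcap). Fewer T cells in the HFD NK cluster and a change within NK cells cannot be told apart.

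In Stroma T1, Igkc had -0.66 in the authors' deposited table (adjusted p = 1.86e-23), and it was lower in all 5 stromal subtypes, whose cells do not make immunoglobulin. Igkc was lower in 8 of the 10 cell types that list it, with -1.23 in macrophages and -0.42 in NK cells in the authors' deposited tables. Less free immunoglobulin RNA in the HFD droplets may explain this. The exceptions were memory T cells, where Igkc had 2.08 in the authors' deposited table (adjusted p = 1), the largest rise listed there, and monocytes, where it had 0.78 in the authors' deposited table (adjusted p = 1.66e-05). Also in the authors' deposited table for monocytes, Igha had 1.25 and Jchain 0.88 (adjusted p = 1 for each), while Ighg1 had -0.38 (adjusted p = 3.58e-06). Plasma cells or B cells captured together with monocytes were not tested, so the explanation stays open.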

How the results depend on the processing

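All alternatives reported here were among those set beforehand. Several others were not run. Leaving out each mouse in turn, a minimum share of cells with the gene and the ratio of such shares need values that the tables do not hold. No paired analysis was possible because the tables hold no values per mouse. The number of cells, which sets the precision of each p-value, is unknown, so fewer calls in T5, macrophages and NK cells do not show smaller effects.

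All 43 calls the paper makes kept their direction. Past the cut-off were 31 of the 34 stromal calls and 9 of the 9 immune calls. Benjamini-Hochberg adjustment left 41 of the 43 on the same side and added 2. An adjusted p-value of 0.001 lost 4, the other fold cut-off 3 and the log2 scale 1.

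Over all stromal subtypes, 88 genes were higher and 31 lower. The log2 scale gave 42 and 16 and the 2-fold cut-off 21 and 9, while Benjamini-Hochberg adjustment raised the lower genes to 52. A larger fold requirement or a less strict adjustment gives fewer or more calls by construction.

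With the log2 scale, higher genes numbered 9 in T1, 7 in T2, 19 in T3, 20 in T4, 5 in monocytes, 1 in memory T cells and 0 in B cells. Lower genes numbered 9 in T1, 2 in T2 and 8 in T3, and 0 in monocytes, macrophages, memory T cells and naive T cells.

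With exchanged fold cut-offs, higher genes numbered 6 in T1, 4 in T2, 10 in T3, 9 in T4, 55 in monocytes, 9 in memory T cells, 1 in naive T cells and 3 in B cells. Lower genes numbered 3 in T1, 2 in T2, 5 in T3, 8 in monocytes, 10 in memory T cells, 3 in naive T cells, 4 in B cells and 1 in NK cells.

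With an adjusted p-value of 0.001, higher genes numbered 11 in T4, 1 in T5, and 0 in macrophages and B cells. Lower genes numbered 2 in T2 and 6 in T3, and 0 in T4, monocytes, macrophages, memory T cells and naive T cells.

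With Benjamini-Hochberg adjustment, higher genes numbered 62 in T4, 28 in T5, 5 in macrophages and 2 in B cells. Lower genes numbered 11 in T2, 13 in T4, 2 in T5, 4 in monocytes and 2 in B cells. Leaving out ribosomal, mitochondrial and Gm-numbered genes changed none of the 24 counts by more than 1.5 times.

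Of 72 list medians, 70 kept their sign as means and 71 without the genes the paper names. The exceptions were the effector genes in monocytes, at -0.00274 as a mean and -0.28 without the paper's genes, and the interferon list in T5, at 0.0281 as a mean. The 4 listed MHC class II genes were higher in T5, with average log fold changes from 1.47 to 2.13, while most other members were lower. None of the listed members of the interferon list in T5 had an adjusted p-value below 0.05 in the authors' deposited table.

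Among genes listed in both tables of a pair, the share with one direction was 89.8% between stromal subtypes, 70.3% between stromal and immune cell types and 76.6% between immune cell types. Independent directions would give 50.4%, 49.8% and 49.9%. All tables share the same 4 mice, which by itself raises such shares by an amount that could not be simulated without counts. With an adjusted p-value below 0.05 in both of the authors' deposited tables, the shares were 99.5%, 94.2% and 100%, against 69.6%, 59.7% and 47.6%. The cause was not tested.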

Differences from the paper's values

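The alternatives named here were those set before the data were examined. For genes upregulated in stroma, the paper's count is 13 and the count from the deposited tables is 88. None of the alternatives came within 1.5 times of the paper's count, and the closest was 21 with the 2-fold cut-off. The other counts were 42 on the log2 scale, 69 with an adjusted p-value of 0.001, 87 without ribosomal, mitochondrial and Gm-numbered genes and 124 with Benjamini-Hochberg adjustment. All 13 of the paper's genes are among the 88.

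For downregulated genes in stroma, the paper's count is 5 and the count here is 31. No alternative came within 1.5 times, and the closest was 9 with the 2-fold cut-off. The other counts were 16 on the log2 scale, 24 with an adjusted p-value of 0.001, 31 without ribosomal, mitochondrial and Gm-numbered genes and 52 with Benjamini-Hochberg adjustment. The 31 include 4 of the paper's genes, all but Cxcl10.

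For genes upregulated in monocytes, the paper's count is 5 and the count here is 15. On the log2 scale the count is 5, the paper's number. It was 16 with Benjamini-Hochberg adjustment, 13 with an adjusted p-value of 0.001, 55 with the 1.5-fold cut-off and 15 without ribosomal, mitochondrial and Gm-numbered genes, all of which differ.

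The paper lists Cxcl10 as downregulated in T1 and T3 and Col3a1 as upregulated in T5 under an adjusted p-value cut-off. In the authors' deposited tables, the adjusted p was 0.94 for Cxcl10 in T1, 1 for Cxcl10 in T3 and 0.0735 for Col3a1 in T5. With Benjamini-Hochberg adjustment, Cxcl10 in T1 and Col3a1 in T5 pass, and Cxcl10 in T3 passes under none of the alternatives. The paper reports differentially expressed genes in monocytes, macrophages and memory T cells, while Lef1 in naive T cells and Iglc2 in B cells also pass the same cut-off. On the log2 scale, naive T cells and B cells have 0 genes past it, as in the paper, and macrophages have 2 upregulated genes, the paper's number. On that scale memory T cells have 1 and Lgals1 no longer passes.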

Other observations

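The tests of digestion time, free fibroblast RNA and Gm8797 across cell types were set beforehand, and those of ubiquitin copies and of free myeloid RNA were chosen after the results were seen. All patterns come from the same 4 mice.

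The paper states that digestion time depended on the amount of tissue. If digestion time had differed between the diets and caused the changes shared by the stromal subtypes, immediate early and heat shock genes were predicted to move one way in most cell types. The median of the listed members was above 0 in 7 of 11 cell types and below 0 in 4, which are Stroma T1, macrophages, naive T cells and B cells. It was 0.34 in Stroma T4, with 16 of 23 higher, 0.32 in T2, with 10 of 12 higher, and 0.45 in T5, with 16 of 22 higher. In T3, 8 of 16 were higher, and in T1 3 of 8. The median was -0.39 in macrophages, with 18 of 23 lower but none with an adjusted p-value below 0.05 in the authors' deposited table. The directions are mixed, so tissue digestion time differing between the diets cannot be told apart from other causes of the shared changes.

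Free fibroblast RNA in the HFD droplets could raise matrix genes in every cell type. Of 16 entries for abundant fibroblast genes in immune cell types, 10 were higher, all in lymphoid cells, and 6 were lower, all in macrophages and monocytes. Members going both ways is what was predicted without this cause, but of the 6 lower entries only the 1 in monocytes had an adjusted p-value below 0.05 in the authors' deposited table. Free RNA and expression by the stromal cells therefore cannot be told apart for part of the increase.

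Gm8797 was higher in 5 of the 6 immune cell types as well as in all 5 stromal subtypes. A shift common to all cells of the HFD libraries predicted sizes within the stromal range, whereas the immune values of 0.35 to 0.55 in the authors' deposited tables lie below the stromal values of 0.74 to 1.19. Reads shared with near-identical ubiquitin copies may also contribute, but 0 of the tables with Gm8797 higher list Ubb as lower, because none of them lists Ubb. The explanations for Gm8797 cannot be told apart.

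Retnla was higher in all 9 cell types that list it and Lyz2 in all 8, including stromal subtypes. Free myeloid RNA in the HFD droplets may explain this, and of the other abundant myeloid genes, 7 of 7 entries in Stroma T5 and 5 of 6 in lymphoid cell types were higher. None of these entries had an adjusted p-value below 0.05 in the authors' deposited tables. The test chosen concerned Stroma T1 to T4, where 0 entries for other abundant myeloid genes were listed, so free myeloid RNA in the HFD droplets stays open.

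Among 22 genes listed in at least 7 cell types, 14 had one direction throughout, 8 higher and 6 lower. Of 1184 genes in at least 2 tables, 779 had one direction in all.

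Genes of lipid-associated macrophages were higher in 59 of 74 entries over all cell types, with 15 of 17 in monocytes and 16 of 17 in macrophages. The list of S100 and actin-binding genes, of which 11 of 14 are also on another list used here, was higher in 61 of 63 entries over all cell types. These were 33 of 33 in stroma and 28 of 30 in immune cells, including 9 of 9 in memory T cells. Adipocyte genes were lower in 3 of 5 entries in Stroma T5. Mammary epithelial genes had 3 entries in T5, all higher, 1 in T4, higher, and 1 in monocytes, lower. No haemoglobin gene was listed in any of the 11 tables. X-inactivation and Y-linked genes had entries in memory T, naive T and B cells only, none past the cut-off. The genotype list had 1 entry each in T2, T4 and T5, all lower and none past the cut-off.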
